A study of Mus musculus with 8 samples.

How the data were processed

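RNA was sequenced from whole epididymal white adipose tissue, the fat pad beside the testis and epididymis, of C57BL/6J mice. Per the labels, mice received standard chow or a high-fat diet together with vehicle or Atripla for 80 days. The tissue was flash frozen, RNA was taken up in Trizol, and libraries were made from total RNA with a TruSeq RNA kit, per the labels' protocols. Each of the 4 groups had 2 libraries, 8 in all. The labels number no replicates, so the libraries of a group were called 1 and 2 in accession order. These numbers pair no libraries across groups. The labels do not say whether the libraries of a group came from separate animals. The p-values therefore measure only the spread between these samples, which may be technical.

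The deposited table holds raw counts per gene symbol, with no normalization, for 23418 symbols, and 0 of its entries lack a gene name. Per the submitters' processing notes, the tools named are bcl2fastq 1.8.4, Trim Galore 0.4.0, TopHat2 2.0.12, Bowtie2 2.2.3, Cufflinks 2.2.1 and Cuffdiff. The same notes name the builds mm10 and hg19 without saying what each was used for. The counting program, its strand setting and the annotation are not given in the sources used here. Reads from overlapping or antisense genes, and from near-identical copies such as gene families and pseudogenes, may therefore be shared between symbols in a way that cannot be traced. Transcripts of the mitochondrial genome have no entry in the table, so a fixed list of them could not be measured. Coordinates printed with gene names were taken from the GENCODE annotation of GRCm38 by symbol. The positions that the submitters counted are not given in the sources used here.

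Depth ran from 15610877 to 27682800 counts per library. A floor of 3 counts corresponded to between 0.0952 and 0.287 CPM (counts scaled to a common library total), depending on the library. Confidence intervals of shares are exact Clopper-Pearson intervals at 95%. Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules.

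Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr by group, which left 15325 genes, and libraries were scaled with the trimmed mean of M-values (TMM). CPM values use these scaled library sizes. All 8 libraries entered 1 quasi-likelihood fit with 4 group means and no covariates, which gave 4 residual degrees of freedom and 3.01 prior degrees of freedom. The biological coefficient of variation was 30.2%. The 6 comparisons were Atripla against vehicle on each diet, high-fat diet against chow with each treatment, the interaction of diet and drug, and the drug effect averaged over diets. A gene was called at an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Adjusted p-values of single genes are from this test throughout unless another tool is named.

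Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01. Adjustment was by Benjamini-Hochberg over the lists within a comparison. The same test was repeated with a correlation estimated for each list. There were 36 lists with 764 entries and 757 distinct genes, and 4 symbols were matched through older aliases. Of these, 33 lists had at least 5 measured genes and were tested. Blood cells, with 4 measured genes, and pancreas, with 1, were not tested.

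The cell-type lists tested covered adipocytes, macrophages, lipid-associated macrophages, T and natural killer (NK) cells, B and plasma cells, neutrophils and mast cells, fibroblast progenitors, endothelium, mural cells, mesothelium, epididymis and testis, skeletal muscle, and lymphoid stroma. The metabolic lists covered lipogenesis, cholesterol synthesis, lipolysis with fatty acid oxidation, thermogenesis, nuclear-encoded oxidative phosphorylation, maintenance of mitochondrial DNA, insulin and glucose handling, and adipocyte expansion. The remaining lists covered endoplasmic reticulum stress with the integrated stress response, xenobiotic metabolism, oxidative stress, inflammatory signals, interferon response, MHC class II antigen presentation, extracellular matrix, cell cycle, the p53 response, the circadian clock, immediate early genes and glucocorticoid targets. The groups, the comparisons, the tests, the gene lists, the rule for naming genes and the alternatives other than the pair added later were fixed before the data were examined.

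Genes were named by 3 rules. First, in each comparison, the 6 risen and 6 fallen genes with the largest log2 fold change were taken among called genes with a mean log2 CPM of at least 1 and no overlap between the libraries of the groups. Unnamed gene models were passed over. Where fewer than 5 genes were called, the 5 with the smallest p in each direction were taken. Next, up to 4 called members with the smallest p were taken for each list described, or up to 2 where none was called. Last, Lep, Adipoq, Ucp1, Ccl2 and Cyp2b10 were followed in every comparison. Of the genes that these rules select, 1 is not reported here.

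The alternatives were DESeq2 size factors, the DESeq2 1.42.0 Wald test, limma-voom, no filter on low counts, a filter of at least 1 CPM in at least 4 libraries, a fit of only the libraries compared, a threshold of 0.1, and leaving out each library in turn. Where a group was left with 1 library, that library was assumed to vary like the other groups. Whether the same members of a list passed the filter in each of these fits was not examined. A list median may therefore move because other genes were tested. A pair of alternatives was added after seeing the data. One left out chow Atripla library 2 and high-fat vehicle library 1 together, and the other removed 861 transcripts without a poly(A) tail before filtering. Marker lists of neighbouring tissues were also added at that stage.

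The scripts were tested on simulated counts drawn from the means and library sizes of these genes, for Atripla against vehicle on high-fat diet. Of 100 genes changed 2-fold, 9 were recovered, and of 100 changed 4-fold, 61 were recovered. Among 77 calls over 15325 simulated genes, 7 were false. A list shifted 1.5-fold was recovered with an adjusted p of 1.28e-06 (camera). With no change simulated, 0 genes and 0 lists were called, and 732 genes had an unadjusted p below 0.05.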

Results

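The data were counts per gene from 8 libraries of mouse epididymal fat, 2 for each combination of diet (standard chow or high-fat diet) and treatment (vehicle or Atripla). Atripla is a combination tablet against HIV that holds efavirenz, emtricitabine and tenofovir disoproxil fumarate. Total counts were 20209793 and 25773242 for chow with vehicle, 26047363 and 27682800 for chow with Atripla, 15610877 and 23186258 for high-fat diet with vehicle, and 21437466 and 20880087 for high-fat diet with Atripla. Fold changes are log2 values ± standard error from the fit of all 8 libraries, and CPM values are group means ± SD with n = 2 libraries per group. No library pair of a group agreed within sampling noise, with chi-square per degree of freedom between 17.8 and 645, so each library counted once.

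A pair of libraries stood apart, by ribosomal RNA and by the number of transcripts far above the rest, and others held markers of neighbouring tissues. The ribosomal RNA precursor Rn45s took 5934424 of the counts of high-fat vehicle library 1, or 38.0% (95% exact interval 37.99 to 38.04%), and between 0.473 and 1.74% of the others. In chow Atripla library 2, 710 genes lay more than 2 log2 units above every other library, against 0 to 144 genes in the other libraries. Markers of duct epithelium summed to 700.4 CPM there and to between 3.03 and 16.0 CPM elsewhere. Spermatid markers summed to 81.6 CPM in high-fat vehicle library 1 and 48.6 CPM in chow Atripla library 2, against at most 2.81 CPM elsewhere. Seminal vesicle markers summed to 94.95 CPM in chow vehicle library 1 and to at most 0.803 CPM elsewhere. Caput epididymis markers summed to 47.5 CPM in chow Atripla library 1 and to 6.0 CPM in chow Atripla library 2, against at most 0.157 CPM elsewhere. Mesothelial markers summed to 1104 CPM in chow Atripla library 1 and to between 111.0 and 319.5 CPM in most others. They summed to only 0.612 CPM in high-fat Atripla library 1 and 2.97 CPM in high-fat vehicle library 1. Smooth muscle and nerve markers summed to 632.8 CPM in high-fat vehicle library 2 and to between 71.1 and 133.7 CPM elsewhere. The first principal component, with 44.7% of the variance, set all 4 high-fat libraries apart from all 4 chow libraries.

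**Figure D1:**
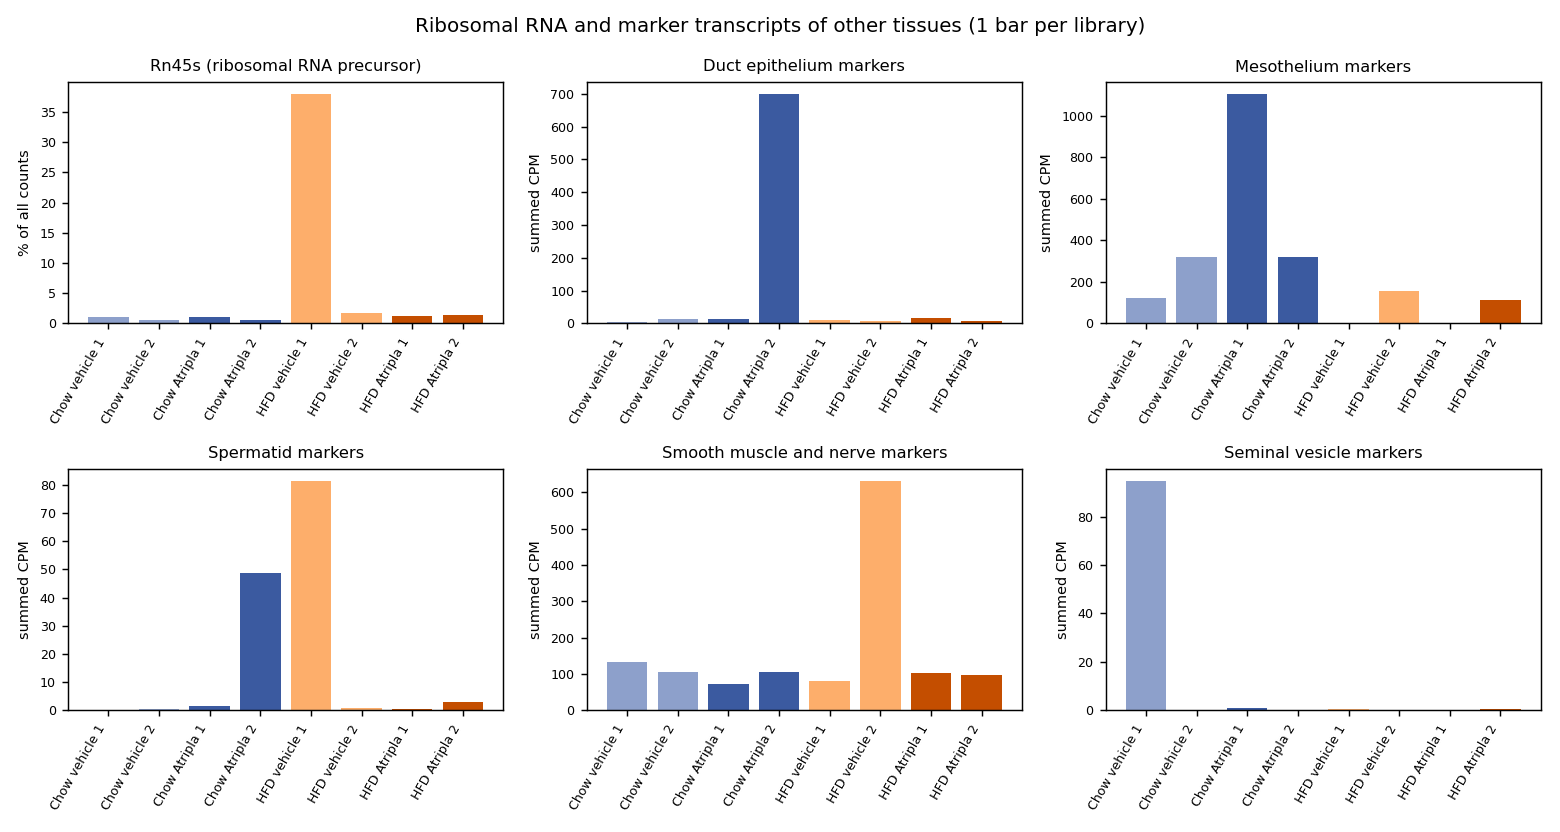
Ribosomal RNA share (percent of counts) and summed marker transcripts of other tissues (CPM) in each of the 8 libraries, 1 bar per library. Ribosomal RNA reaches 38.0% in high-fat vehicle library 1, and duct epithelium markers reach 700.4 CPM in chow Atripla library 2.

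The series title asks whether antiretroviral therapy adds to the effect of a high-fat diet, and the comparison of Atripla with vehicle on high-fat diet addresses this directly. Cell-cycle genes lay higher with Atripla, with all 25 measured members positive and a median log2 difference of 1.14 (adjusted p = 0.535 with an estimated correlation). Top2a, which encodes the topoisomerase that untangles replicated DNA, stood at 35.0 ± 7.24 CPM with Atripla and 14.8 ± 0.208 CPM with vehicle (1.24 ± 0.19). The replication helicase subunit gene Mcm5 differed by 1.00 ± 0.19. Macrophage genes were also higher as a list, with 20 of 22 members positive and a median of 0.72 (adjusted p = 0.737 with an estimated correlation). The lysosomal glycoprotein gene Cd68 stood at 469.7 ± 216 CPM against 167.3 ± 48.5 CPM (1.49 ± 0.34), and Ms4a7 differed by 1.48 ± 0.39. Adipocyte genes were lower as a list, with 19 of 23 members negative and a median of -0.47 (adjusted p = 0.535 with an estimated correlation). These included Car3, the carbonic anhydrase abundant in fat cells (-1.47 ± 0.33), and Adrb3, the adrenergic receptor that triggers lipolysis (-0.99 ± 0.24).

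No single gene passed the test, with 0 of 15325 genes called by edgeR's quasi-likelihood test and a smallest Benjamini-Hochberg adjusted p of 0.302. An unadjusted p below 0.05 was found for 1217 genes, where 766 were expected by chance. The DESeq2 Wald test called 69 genes and limma-voom 0. Without the pair of libraries that stood apart, high-fat vehicle library 2 was the only vehicle library of this comparison. It held 632.8 CPM of smooth muscle and nerve markers, so calls of that fit cannot be told apart from that library's own content. Without chow Atripla library 1, and likewise without chow Atripla library 2, edgeR called 1 gene, Gpr50 (adjusted p of 0.0392 and 0.0325). The genes with the smallest p on the higher side were Slc15a2, a peptide transporter (4.05 ± 0.59), Gpr50, an orphan relative of the melatonin receptors (5.16 ± 0.89), Tpx2, a spindle assembly factor (1.46 ± 0.24), Cyp4b1, a cytochrome P450 (0.68 ± 0.12), and Top2a. On the lower side were Dact2, a modulator of Wnt signalling (-2.62 ± 0.26), the thrombomodulin gene Thbd (-1.38 ± 0.19), the insulin receptor substrate Irs1 (-0.84 ± 0.13), Efhd1, which encodes a calcium-binding protein of mitochondria (-2.35 ± 0.41), and Ebf2, a transcription factor of adipocyte precursors (-0.83 ± 0.16). Gpr50 stood at 19.3 ± 4.36 CPM with Atripla and 0.526 ± 0.0664 CPM with vehicle. Dact2 stood at 1.23 ± 0.176 CPM with Atripla and 7.60 ± 0.311 CPM with vehicle.

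Among the lists, 11 of 33 were called on high-fat diet, 3 higher and 8 lower. Adjusted over the list alone, 19 of 25 cell-cycle genes and 8 of 22 macrophage genes were higher, and 5 of 23 adipocyte genes were lower, whereas 0 of each were called over all genes. The list tests gave camera adjusted p-values of 4.31e-23, 5.82e-08 and 3.33e-07. For the same lists, adjusted p = 0.535, adjusted p = 0.737 and adjusted p = 0.535 with an estimated correlation. Lipid-associated macrophage genes had a median of 0.86, with 18 of 19 positive and 1 higher when adjusted over the list alone (camera adjusted p = 5.00e-06; adjusted p = 0.737 with an estimated correlation). Their examples were Slc37a2, a sugar phosphate carrier of macrophages (1.96 ± 0.40), and Lipa, the lysosomal acid lipase (1.36 ± 0.35). Without high-fat Atripla library 2 the medians were 0.40 for macrophages, 0.42 for lipid-associated macrophages and -0.28 for adipocytes, and the calls held.

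Insulin and glucose handling genes were lower as a list, with 19 of 25 negative, a median of -0.30 and 1 lower when adjusted over the list alone (camera adjusted p = 0.00523; adjusted p = 0.535 with an estimated correlation). Irs1 lay on the lower side, while the phosphatase gene Ptpn1, which restrains insulin signalling, differed by 0.56 ± 0.15. That list call was lost without high-fat Atripla library 2, at a median of -0.08 (camera adjusted p = 0.193). Nuclear genes of oxidative phosphorylation had 50 of 56 members negative but a small median of -0.15, with Ndufb8 at -0.23 ± 0.12 and Sdha at -0.31 ± 0.17 (camera adjusted p = 0.00378; adjusted p = 0.947 with an estimated correlation). This call was lost without high-fat vehicle library 2 (-0.08) and without high-fat Atripla library 1 (-0.14). Lipogenic genes had a median of -0.29, with Lpin1 at -0.52 ± 0.18 and Srebf1 at -0.63 ± 0.28 (camera adjusted p = 0.00305; adjusted p = 0.882 with an estimated correlation). The lipogenic median was -0.012 without high-fat vehicle library 1 and 0.076 without high-fat Atripla library 2, and the call was lost in both. It was -0.46 without high-fat vehicle library 2 and -0.86 without high-fat Atripla library 1.

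The other 4 lists called on high-fat diet were lower, and each lost its call in at least 1 fit that left out 1 library. Fibroblast progenitor genes had 16 of 18 members negative and a median of -0.53, with Pdgfra at -0.39 ± 0.12 and the actin-severing Gsn at -0.81 ± 0.26 (camera adjusted p = 0.00125; adjusted p = 0.737 with an estimated correlation). Their median was -0.92 without high-fat vehicle library 1 and 0.018, with the call lost, without high-fat vehicle library 2. Mural genes, of smooth muscle and pericytes, had a median of -0.68, with Cnn1 at -5.11 ± 1.69 and Myh11 at -2.15 ± 0.99 (camera adjusted p = 0.0197; adjusted p = 0.871 with an estimated correlation). High-fat vehicle library 2 held 632.8 CPM of smooth muscle and nerve markers, and without it the mural median was 0.17. The mural call was also lost without chow Atripla library 1 (-0.68), chow Atripla library 2 (-0.69) or high-fat Atripla library 2 (-0.72), and the median was -1.13 without high-fat vehicle library 1 and -1.46 without high-fat Atripla library 1. Epididymis and testis genes had a median of -4.64, or -4.70 with genes absent from a group set to the floor of 3 counts per library (camera adjusted p = 0.0197; adjusted p = 0.882 with an estimated correlation). Without high-fat vehicle library 1, which held 81.6 CPM of spermatid markers, that median was 0.81. The call was lost as well without chow vehicle library 2 (-4.27), chow Atripla library 1 (-4.41), chow Atripla library 2 (-4.24) or high-fat Atripla library 1 (-3.45). Neutrophil and mast cell genes had a median of -1.18, with the mast cell proteases Cpa3 at -2.18 ± 0.49 and Tpsb2 at -2.34 ± 0.83 (camera adjusted p = 0.0295; adjusted p = 0.737 with an estimated correlation). Leaving out any 1 library other than high-fat Atripla library 2 ended that call, with medians of -0.20, -0.21, -0.15, -0.14, -0.42, -0.27 and 0.0043 for the chow vehicle, chow Atripla and high-fat vehicle pairs and high-fat Atripla library 1, in that order.

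The hormones and markers followed in every comparison did not pass edgeR's quasi-likelihood test on high-fat diet. Leptin (Lep), the adipocyte satiety hormone, stood at 3622 ± 1613 CPM with Atripla and 2948 ± 1340.5 CPM with vehicle (0.30 ± 0.45). Adiponectin (Adipoq) stood at 915.2 ± 38.0 CPM and 1758 ± 601 CPM (-0.94 ± 0.35). The monocyte attractant gene Ccl2 differed by 0.56 ± 0.54, and Cyp2b10, the classic target of the xenobiotic receptor CAR, by -0.65 ± 0.69. The brown fat uncoupling gene Ucp1 had 0 to 3 counts in every library except high-fat vehicle library 2, which had 39, and was not tested.

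**Figure D2:**
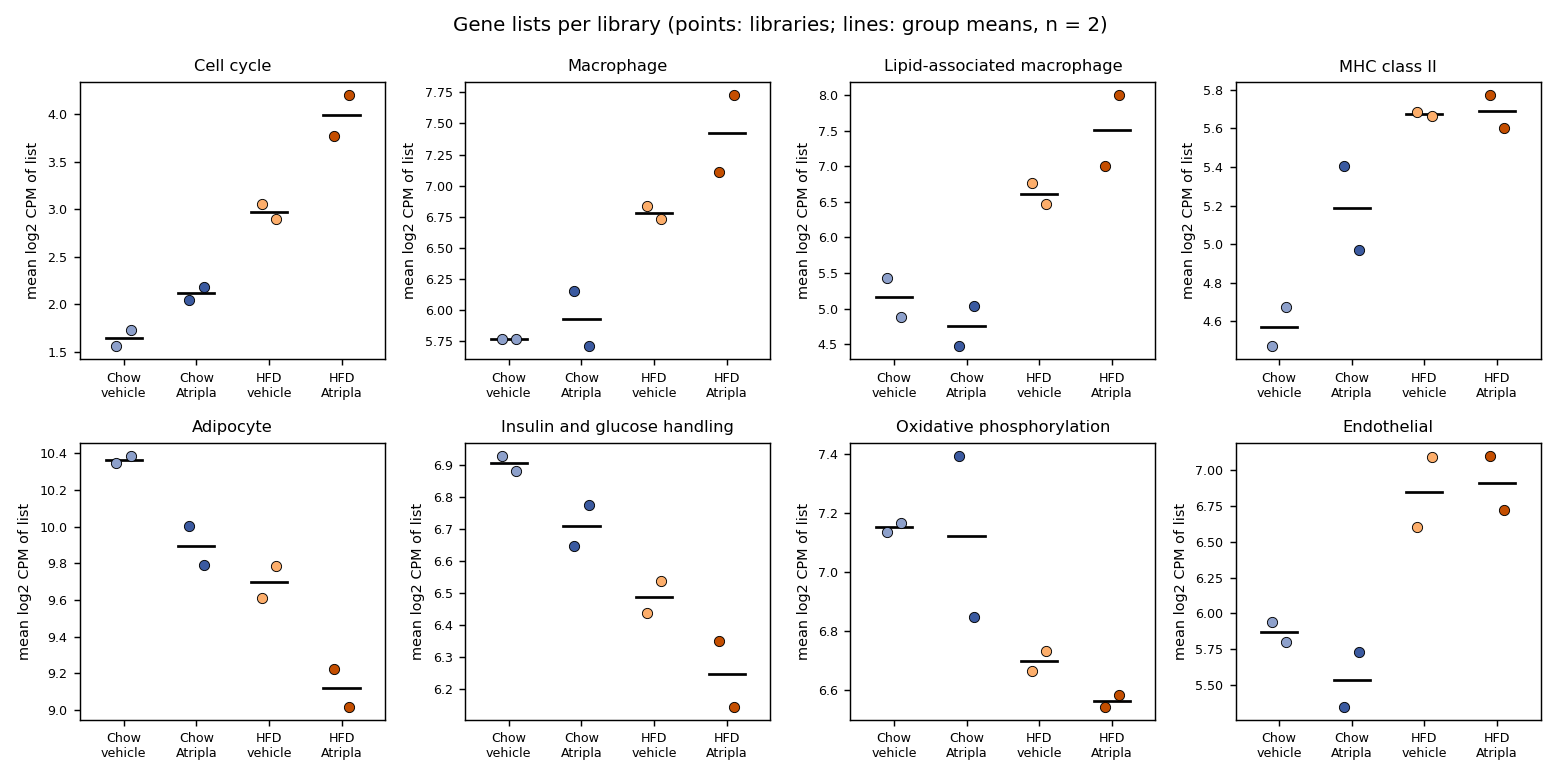
Mean log2 CPM of 8 gene lists in each library (points), with group means (lines, n = 2). Cell-cycle genes are higher with Atripla on both diets, and adipocyte genes are lower with Atripla on both diets, with medians of -0.47 on high-fat diet and -0.42 on chow.

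On chow, Atripla was compared with vehicle in the absence of the high-fat diet. The clock and hypoxia regulator Bhlhe40 rose from 18.3 ± 1.46 CPM to 86.6 ± 5.34 CPM (2.24 ± 0.14). Angpt1, which encodes the vessel-stabilising ligand angiopoietin 1, fell from 71.9 ± 7.45 CPM to 19.5 ± 0.99 CPM (-1.88 ± 0.16). Adipocyte genes were lower as a list, with 20 of 23 members negative and a median of -0.42 (adjusted p = 0.458 with an estimated correlation). Cell-cycle genes were higher, with 24 of 25 members positive and a median of 0.50 (adjusted p = 0.546 with an estimated correlation). MHC class II genes were higher as a list as well, with 11 of 12 members positive and a median of 0.69 (adjusted p = 0.546 with an estimated correlation), or 0.44 with the call lost without chow Atripla library 1. That library also had the highest means of B and plasma cell genes, at a log2 CPM of 3.26 against 0.83 to 2.08 in the others, and of lymphoid stroma genes, at 2.59 against 0.93 to 2.14. Bhlhe40 lies on chromosome 6 at 108660629 to 108666925 on the plus strand and Angpt1 on chromosome 15 at 42424723 to 42676977 on the minus strand (GRCm38), and both are protein-coding.

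Bhlhe40 and Angpt1 were the 2 genes called of 15325 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p of 0.0108 and 0.0489), and 1891 genes had an unadjusted p below 0.05. The DESeq2 Wald test called 494 genes and limma-voom 2, and without the pair of libraries that stood apart edgeR called 15. No gene was called when either chow vehicle library or any 1 high-fat library was left out, or when only the chow libraries were fitted, while 5 were called without chow Atripla library 2 and 574, 537 higher and 37 lower, without chow Atripla library 1. That last fit leaves chow Atripla library 2, with its 700.4 CPM of duct epithelium markers, alone in its group, and 327 of the 574 were among the 710 genes far above every other library there. Without chow Atripla library 2 Bhlhe40 kept its call and Angpt1 lost it (edgeR adjusted p of 0.0764). The next genes by p on the higher side were Nipal3, a magnesium transporter relative (1.36 ± 0.17), the growth factor gene Bmp3 (1.58 ± 0.22), Spef1 (1.8 ± 0.28) and the aspartate oxidase gene Ddo (1.75 ± 0.27). On the lower side were the ubiquitin ligase gene Znrf2 (-1.18 ± 0.14), the deadenylase nocturnin, listed as Ccrn4l (-1.43 ± 0.18), the FGF21 co-receptor Klb (-1.03 ± 0.13) and the acetyl-CoA carboxylase gene Acacb (-1.57 ± 0.20).

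Among the lists, 14 of 33 were called on chow, 5 higher and 9 lower. For adipocytes 2 genes were lower when adjusted over the list alone and 0 over all genes, with Acvr1c, an activin-type receptor of fat cells, at -1.09 ± 0.24 and the lipase gene Pnpla2 at -0.97 ± 0.21 (camera adjusted p = 6.26e-06; adjusted p = 0.458 with an estimated correlation). In the cell-cycle list Mcm2 differed by 0.67 ± 0.16 and Top2a by 0.65 ± 0.19 (camera adjusted p = 9.03e-06; adjusted p = 0.546 with an estimated correlation). For MHC class II, 6 of 12 genes were higher when adjusted over the list alone and 0 over all genes, with H2-DMa at 0.75 ± 0.15 and the class II transactivator Ciita at 0.87 ± 0.19 (camera adjusted p = 8.70e-05; adjusted p = 0.546 with an estimated correlation). That call was lost without chow Atripla library 1, at a median of 0.44. Insulin and glucose handling genes had a median of -0.26, with 1 higher, Igfbp3 (1.10 ± 0.20), and 2 lower when adjusted over the list alone, among them Igf1 (-0.86 ± 0.18); camera gave an adjusted p = 0.00768 and adjusted p = 0.458 with an estimated correlation. Oxidative stress genes had a median of -0.28, with Osgin1 at -1.52 ± 0.34 and catalase (Cat) at -0.69 ± 0.20 (camera adjusted p = 6.21e-04; adjusted p = 0.458 with an estimated correlation), and without the pair of libraries that stood apart their median was -0.19 and the call was lost.

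Most of the other cell types called on chow lost their call in at least 1 fit that left out 1 library. B and plasma cell genes had all 20 members positive and a median of 1.26, with Fcrl1 at 1.61 ± 0.52 and Pou2af1 at 1.51 ± 0.57 (camera adjusted p = 1.92e-04; adjusted p = 0.692 with an estimated correlation), and without chow Atripla library 1 the median was 0.35 and the call was lost. Mesothelial genes had all 14 members positive and a median of 1.61, with the keratins Krt18 at 4.0 ± 0.97 and Krt8 at 3.62 ± 1.24 (camera adjusted p = 0.0467; adjusted p = 0.817 with an estimated correlation). Chow Atripla library 1 held 1104 CPM of mesothelial markers, and the mesothelial median was 0.52 without it and 1.14 without chow vehicle library 1, with the call lost in both. Epididymis and testis genes had a median of 6.84, or 5.18 with absent genes set to the floor (camera adjusted p = 0.00241; adjusted p = 0.714 with an estimated correlation). Most of their tested members are spermatid genes, and spermatid markers summed to 48.6 CPM in chow Atripla library 2, to 1.35 CPM in the other chow Atripla library and to 0 and 0.392 CPM in chow vehicle. The call held without chow Atripla library 2 (3.01) and without the pair of libraries that stood apart (2.41), and was lost without chow vehicle library 2 (8.90). Skeletal muscle genes had a median of -1.54 (camera adjusted p = 0.0105; adjusted p = 0.692 with an estimated correlation). It was -0.04 without chow vehicle library 1 and -1.97 without chow Atripla library 2, with the call lost in both, and -2.64 without chow vehicle library 2 and -2.37 without chow Atripla library 1. Endothelial genes had 17 of 18 members negative and a median of -0.32, with the lipase-binding Gpihbp1 at -0.32 ± 0.14 and Ptprb at -0.57 ± 0.26 (camera adjusted p = 0.00561; adjusted p = 0.724 with an estimated correlation). The endothelial median was -0.08, with the call lost, without chow Atripla library 1 and -0.50 without chow Atripla library 2.

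Xenobiotic genes had a median of -0.33 on chow, with Ephx1, the microsomal epoxide hydrolase, at 1.03 ± 0.18 and Cyp2b10 at -3.65 ± 0.75 (camera adjusted p = 0.0346; adjusted p = 0.714 with an estimated correlation). Cyp2b10 stood at 0.216 ± 0.0988 CPM with Atripla and 2.80 ± 0.465 CPM with vehicle, and its edgeR adjusted p was 0.287. The xenobiotic call was lost without chow vehicle library 2 (-0.25), chow Atripla library 1 (-0.25), chow Atripla library 2 (-0.40), high-fat Atripla library 1 (-0.29) or high-fat Atripla library 2 (-0.30). Lipolysis and fatty acid oxidation genes had a median of -0.19, with the lipoprotein lipase inhibitor Angptl4 at -1.18 ± 0.19 and Ucp3 at -1.18 ± 0.36 (camera adjusted p = 0.00561; adjusted p = 0.597 with an estimated correlation). This median was -0.07, with the call lost, without chow Atripla library 2 and -0.41 without chow Atripla library 1. Lep differed by -0.97 ± 0.45, Adipoq by -0.52 ± 0.35 and Ccl2 by -0.87 ± 0.56, and none passed edgeR's test.

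**Figure D3:**
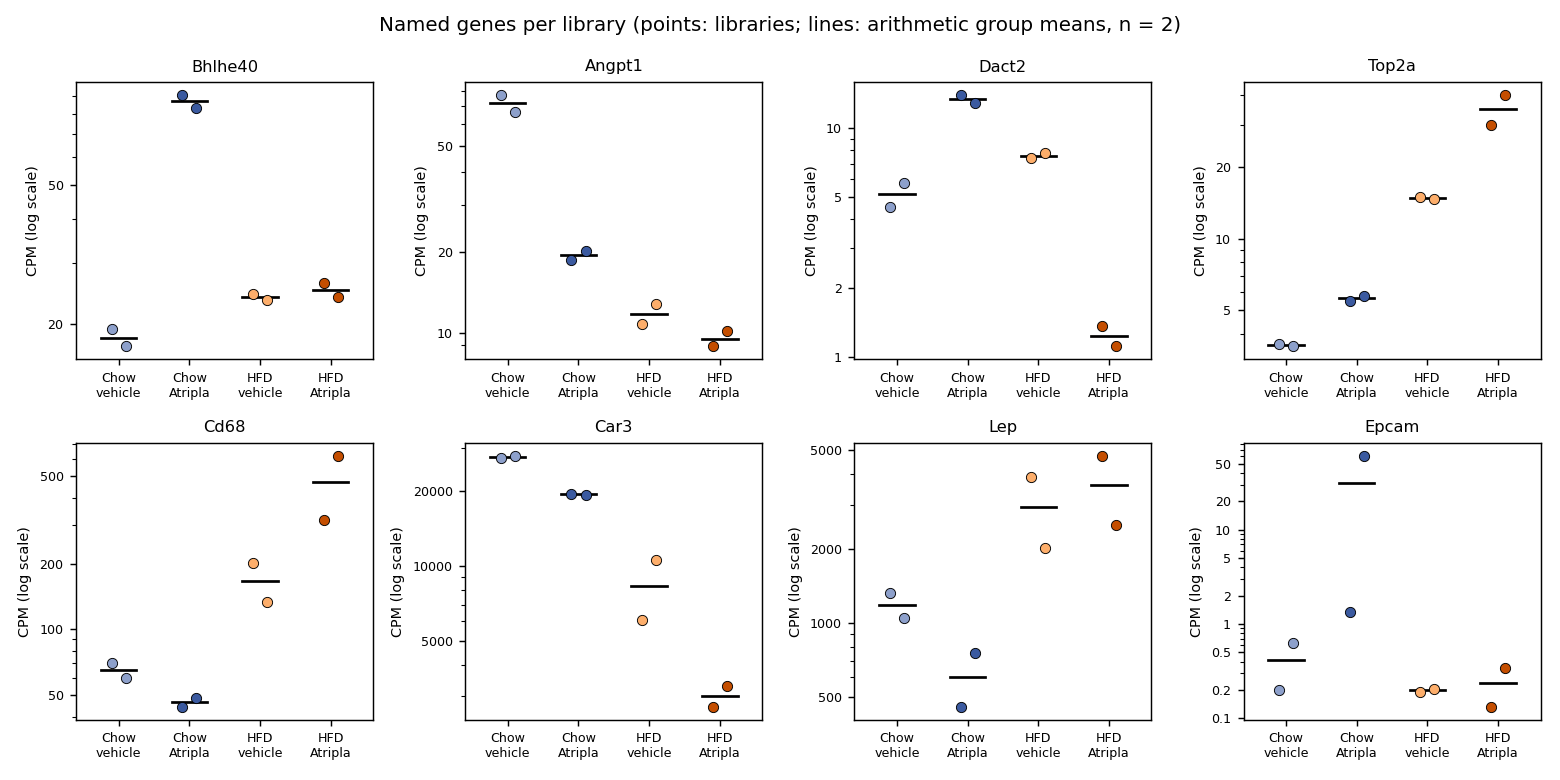
CPM of 8 named genes in each library (points, log scale), with arithmetic group means (lines, n = 2). Bhlhe40 stands at 86.6 CPM in chow with Atripla and between 18.3 and 25.1 CPM in the other groups, and Epcam is high in 1 chow Atripla library only.

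High-fat diet was compared with chow among the vehicle libraries. Ciita, the master regulator of MHC class II, rose from 6.58 ± 0.8 CPM to 27.95 ± 0.982 CPM (2.08 ± 0.19). Of 25 cell-cycle genes 9 rose and 1 fell, with the proliferation marker Mki67 going from 7.87 ± 1.30 CPM to 34.2 ± 7.80 CPM (2.11 ± 0.26) and Top2a from 3.58 ± 0.067 CPM to 14.8 ± 0.208 CPM (2.05 ± 0.20). Of 23 adipocyte genes 4 fell, with adipsin (Cfd) going from 17970 ± 584 CPM to 1895 ± 797 CPM (-3.25 ± 0.58) and Car3 at -1.72 ± 0.33. Irs1 (-0.95 ± 0.13) and the insulin-responsive glucose transporter gene Slc2a4 (-0.80 ± 0.14) fell too.

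In total 684 of 15325 genes were called, 369 higher and 315 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The DESeq2 Wald test called 2229, limma-voom called 370, all of which were among the 684, and a fit of only the vehicle libraries called 2537. Without the pair of libraries that stood apart 538 were called, of which 304 were among the 684. The count was 2 without chow vehicle library 1, 0 without chow vehicle library 2, 2 without high-fat vehicle library 1 and 112 without high-fat vehicle library 2. It was 432 and 378 without high-fat Atripla library 1 or 2, and 1614 and 1686 without chow Atripla library 1 or 2.

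The largest rises were in Chga, which encodes the granin of neuroendocrine vesicles (6.06 ± 0.97), Csprs (5.77 ± 1.12), Lctl, a klotho relative (5.39 ± 0.77), the brain proteoglycan gene Ncan (5.20 ± 0.87), the proton channel gene Otop1 (4.82 ± 0.75) and Pex5l (4.46 ± 0.63). Adjusted p-values of these 6 lay between 0.025 and 0.0393 by edgeR. The largest falls were in Cyp2f2, a cytochrome P450 (-5.57 ± 0.52), Lrtm1 (-3.40 ± 0.61), Slc15a2 (-3.36 ± 0.58), Cfd, Dennd2d (-3.17 ± 0.16) and the claudin gene Cldn24 (-3.14 ± 0.33). Dennd2d had the smallest adjusted p of the comparison by edgeR, 0.00367, and went from 54.5 ± 1.43 CPM to 6.02 ± 0.924 CPM. Lctl stood at 258.1 ± 173 CPM on high-fat diet and 6.12 ± 0.0548 CPM on chow.

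By list, 19 of 33 were called with vehicle, 12 higher and 7 lower. In the cell-cycle list 9 of 25 rose, among them Birc5 (2.32 ± 0.31) and Mcm3 (1.03 ± 0.14), and 1 fell; adjusted over the list alone 21 rose and 1 fell (camera adjusted p = 1.08e-11; adjusted p = 0.335 with an estimated correlation). Of the 12 MHC class II genes 8 rose, including H2-DMa (1.37 ± 0.15), H2-DMb1 (1.87 ± 0.25) and H2-Ab1 (1.34 ± 0.21), and the list median was 1.27 (camera adjusted p = 6.82e-07; adjusted p = 0.335 with an estimated correlation). Of 22 macrophage genes 5 rose, and 17 when adjusted over the list alone, with the Fc receptor chain gene Fcer1g at 1.22 ± 0.21, Aif1 at 1.17 ± 0.22, cathepsin S (Ctss) at 1.86 ± 0.35 and Mpeg1 at 1.79 ± 0.36 (camera adjusted p = 1.58e-07; adjusted p = 0.455 with an estimated correlation). Of 19 lipid-associated macrophage genes 1 rose, Slc37a2 (2.08 ± 0.42), and 12 rose and 1 fell when adjusted over the list alone (camera adjusted p = 4.71e-05; adjusted p = 0.455 with an estimated correlation). Interferon response genes were positive in all 28 members, and 2 rose, the tetherin gene Bst2 (1.46 ± 0.29) and the nucleic acid sensor Zbp1 (1.78 ± 0.35), or 17 when adjusted over the list alone (camera adjusted p = 1.58e-07; adjusted p = 0.455 with an estimated correlation). Of the inflammatory signals 2 of 29 rose, the chemokine receptor Cx3cr1 (2.98 ± 0.47) and the adhesion molecule Icam1 (1.46 ± 0.25), with a list median of 0.88 (camera adjusted p = 3.53e-04; adjusted p = 0.335 with an estimated correlation).

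Endothelial genes rose in 5 of 18 cases, and in 11 when adjusted over the list alone, with Esam (1.17 ± 0.14), Egfl7 (1.20 ± 0.17), Robo4 (1.23 ± 0.19) and Sox17 (1.30 ± 0.22) as examples (camera adjusted p = 1.83e-07; adjusted p = 0.438 with an estimated correlation). The endothelial median was 1.09, and 0.71 without high-fat vehicle library 2. Of 33 extracellular matrix genes 4 rose, and 12 when adjusted over the list alone, namely Col12a1 (2.72 ± 0.31), Thbs1 (1.90 ± 0.25), Col6a3 (0.92 ± 0.17) and the protease inhibitor Timp1 (2.86 ± 0.55) over all genes (camera adjusted p = 2.01e-06; adjusted p = 0.335 with an estimated correlation). Of 23 adipocyte genes 4 fell, and 5 when adjusted over the list alone, among them Acvr1c (-1.97 ± 0.24) with Cfd, Car3 and Slc2a4 (camera adjusted p = 1.88e-05; adjusted p = 0.335 with an estimated correlation). Of 25 insulin and glucose handling genes 6 fell and 2 rose, or 12 and 2 when adjusted over the list alone. The fallen genes included glycogen synthase (Gys1, -1.39 ± 0.18), Igf1 (-1.34 ± 0.18), Irs1 and the phosphodiesterase gene Pde3b (-1.46 ± 0.23), with a list median of -0.45 that was -0.24 without high-fat vehicle library 1 (camera adjusted p = 0.00380; adjusted p = 0.335 with an estimated correlation). Of 56 oxidative phosphorylation genes 53 were negative and 2 fell, Ndufb8 (-0.94 ± 0.12) and Sdha (-0.82 ± 0.17), or 11 when adjusted over the list alone (camera adjusted p = 4.23e-09; adjusted p = 0.495 with an estimated correlation). Of 28 xenobiotic genes Ephx1 rose (1.78 ± 0.18) and 3 fell, among them Gsta3 (-1.78 ± 0.26) and the P450 reductase gene Por (-1.16 ± 0.22), with a median of -0.84 that was -0.54 without high-fat vehicle library 2 (camera adjusted p = 0.00728; adjusted p = 0.455 with an estimated correlation). Lep differed by 1.32 ± 0.46, Adipoq by -0.96 ± 0.35, Ccl2 by 1.37 ± 0.55 and Cyp2b10 by -1.19 ± 0.67, and none passed edgeR's test.

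High-fat diet was likewise compared with chow among the Atripla libraries. Lep rose from 603.5 ± 212 CPM to 3622 ± 1613 CPM (2.59 ± 0.48), Ccl2 rose by 2.80 ± 0.58 and Adipoq fell (-1.38 ± 0.35). Of 22 macrophage genes 15 rose and 1 fell, with Cd68 going from 46.5 ± 3.31 CPM to 469.7 ± 216 CPM (3.34 ± 0.37). Slc37a2, a member of the lipid-associated macrophage list, went from 6.49 ± 1.02 CPM to 136.2 ± 80.3 CPM (4.39 ± 0.45). Top2a rose from 5.63 ± 0.215 CPM to 35.0 ± 7.24 CPM (2.64 ± 0.19). Bhlhe40 fell from 86.6 ± 5.34 CPM to 25.1 ± 1.63 CPM (-1.79 ± 0.13), and Irs1 fell from 71.9 ± 4.21 CPM to 27.4 ± 1.28 CPM (-1.39 ± 0.13).

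In total 1931 of 15325 genes were called, 1172 higher and 759 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while 2345 were higher and 2497 lower at an unadjusted p below 0.05. The DESeq2 Wald test called 3291, limma-voom 1820, and a fit of only the Atripla libraries 380. Without the pair of libraries that stood apart 2093 were called, 1068 higher and 1025 lower, of which 1306 were among the 1931. The balance turned without chow Atripla library 1, with 1079 higher and 1601 lower, of which 541 in all were among the 710 genes far above in chow Atripla library 2. The count was 513 without chow vehicle library 1, 526 without chow vehicle library 2, 861 without high-fat Atripla library 1 and 210, 179 higher and 31 lower, without high-fat Atripla library 2. The Lep, Ccl2 and Adipoq calls were among those lost without either chow vehicle library or either high-fat Atripla library. The Ccl2 call was also lost without chow Atripla library 1 or 2 (edgeR adjusted p of 0.0644 and 0.0679), and the Adipoq call without chow Atripla library 1, where the change was -0.88, and without high-fat vehicle library 1 or 2.

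The largest rises were in Myh15 (7.69 ± 1.39), Gpr50 (6.83 ± 0.96), Chga (6.35 ± 0.87), the interleukin 1 receptor antagonist gene Il1rn (6.24 ± 0.75), Vsig8 (6.06 ± 0.76) and Gdf3, a growth factor of fat tissue macrophages (5.89 ± 0.52). The largest falls were in Cuzd1 (-9.68 ± 1.8), the prostaglandin D synthase gene Ptgds (-8.07 ± 1.53), the potassium channel gene Kcnk1 (-7.84 ± 1.88), the epithelial adhesion gene Epcam (-7.01 ± 1.77), the epithelial protease gene Prss8 (-6.80 ± 1.75) and Faim2 (-6.53 ± 1.69). Epcam stood at 60.9 CPM in chow Atripla library 2, the library with 700.4 CPM of duct epithelium markers, and at 1.35 CPM in the other library of that group. Without that library the changes were -2.48 for Epcam, -3.06 for Kcnk1 and -2.97 for Prss8, and these calls were lost, while Cuzd1 was at -6.98 and Ptgds at -4.80. All 6 falls lost their call without high-fat Atripla library 1 or 2, and all except Cuzd1 without chow vehicle library 1 or 2. Kcnk1, Epcam and Prss8 lost it too without high-fat vehicle library 1 or 2, and Faim2 without chow Atripla library 1 or 2 (-6.23 and -6.75). Among the rises, the Myh15 call was lost without either chow vehicle library or either high-fat Atripla library, that of Gpr50 without either high-fat Atripla library and that of Chga without high-fat Atripla library 2 (7.21, 7.07 and 6.05 without the latter).

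By list, 19 of 33 were called with Atripla, 11 higher and 8 lower. Of 25 cell-cycle genes 21 rose, and 23 when adjusted over the list alone, among them Mki67 (2.96 ± 0.26), Birc5 (3.07 ± 0.31) and Mcm3 (1.24 ± 0.14) (camera adjusted p = 2.06e-15; adjusted p = 0.340 with an estimated correlation). Of 22 macrophage genes 15 rose and 1, Lyve1, fell, or 20 and 2 when adjusted over the list alone, with Fcer1g at 2.05 ± 0.22, Mpeg1 at 2.88 ± 0.38 and Ctss at 2.71 ± 0.37 as examples (camera adjusted p = 1.45e-09; adjusted p = 0.397 with an estimated correlation). Of 19 lipid-associated macrophage genes 12 rose, and 17 when adjusted over the list alone, including Lipa (2.70 ± 0.36), the protease gene Ctsk (2.36 ± 0.33) and the integrin gene Itgax (3.74 ± 0.54), with a list median of 2.49 (camera adjusted p = 1.45e-09; adjusted p = 0.340 with an estimated correlation). Of 18 endothelial genes 13 rose, and 15 when adjusted over the list alone, with Sox17 (2.13 ± 0.22), Esam (1.26 ± 0.14), Robo4 (1.56 ± 0.19) and the tight junction gene Cldn5 (2.11 ± 0.26) (camera adjusted p = 9.98e-10; adjusted p = 0.340 with an estimated correlation). Inflammatory signals rose in 9 of 29 cases, and 13 when adjusted over the list alone, among them Ccl9 (2.24 ± 0.30) and Tnf (2.69 ± 0.53) (camera adjusted p = 1.49e-06; adjusted p = 0.340 with an estimated correlation). Interferon response genes rose in 7 of 28 cases, and 15 when adjusted over the list alone, with Oasl1 (2.60 ± 0.42) and Rsad2 (1.96 ± 0.38) (camera adjusted p = 1.70e-07; adjusted p = 0.507 with an estimated correlation), and the list median was 1.02, or 0.67 without high-fat Atripla library 2. Of 33 extracellular matrix genes 8 rose, and 14 when adjusted over the list alone, among them Tgfb1 (1.49 ± 0.18), Col6a3 (1.27 ± 0.17) and Thbs1 (1.65 ± 0.25) (camera adjusted p = 2.40e-05; adjusted p = 0.340 with an estimated correlation).

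Of 23 adipocyte genes 8 fell and 1, Lep, rose, or 11 and 1 when adjusted over the list alone, with Car3 (-2.70 ± 0.34), Acvr1c (-1.74 ± 0.24), Cfd (-3.99 ± 0.60) and Slc2a4 (-0.83 ± 0.14) as examples (camera adjusted p = 9.89e-04; adjusted p = 0.397 with an estimated correlation). Of 25 insulin and glucose handling genes 6 fell, including Irs1 and Pde3b (-1.51 ± 0.23), and 1 rose, Ptpn1 (0.86 ± 0.15), or 9 and 3 when adjusted over the list alone (camera adjusted p = 0.00823; adjusted p = 0.340 with an estimated correlation). Both list calls were lost without chow Atripla library 1, where the adipocyte median was -0.51 and the insulin median -0.51. All 56 oxidative phosphorylation genes were negative and 11 fell, or 27 when adjusted over the list alone, among them Ndufb8 (-0.90 ± 0.12), Sdha (-0.87 ± 0.17), Ndufv1 (-0.81 ± 0.17) and Uqcrc2 (-0.98 ± 0.22) (camera adjusted p = 3.36e-10; adjusted p = 0.604 with an estimated correlation). Their median was -0.60, or -0.26 without chow Atripla library 1. Of 17 clock genes 6 fell and 1, Arntl, rose, or 10 and 1 when adjusted over the list alone, with Nr1d1 (-1.91 ± 0.24), Dbp (-2.70 ± 0.37) and Hlf (-2.19 ± 0.46) beside Bhlhe40 (camera adjusted p = 0.00305; adjusted p = 0.340 with an estimated correlation). The clock median was -1.09, or -0.66 without high-fat Atripla library 1. Mesothelial genes had a median of -3.52, and 2 fell, Krt18 (-5.59 ± 1.08) and Krt8 (-5.70 ± 1.40), or 5 when adjusted over the list alone (camera adjusted p = 7.53e-04; adjusted p = 0.604 with an estimated correlation). Beside this stood 1104 CPM of mesothelial markers in chow Atripla library 1, without which the mesothelial median was -2.53 and the call was lost, and 0.612 CPM in high-fat Atripla library 1; without high-fat Atripla library 2 the median was -7.83. Of 20 B and plasma cell genes 3 fell, with Cd79a at -3.36 ± 0.81 and Blk at -2.07 ± 0.47, and 2 rose, or 8 and 2 when adjusted over the list alone (camera adjusted p = 0.00460; adjusted p = 0.628 with an estimated correlation), and without chow Atripla library 1 their median was -1.24 and the call was lost. Cyp2b10 differed by 1.81 ± 0.73 and did not pass edgeR's test.

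The diet comparisons under vehicle and under Atripla share no library, so their calls could be set side by side. Of the 369 genes higher with vehicle, 280 were also called higher with Atripla, where 28.2 would be shared by independent lists. Of the 315 genes lower with vehicle, 198 were also called lower, where 15.6 would be shared, and 0 genes were called in opposite directions. Both sets of calls came from 1 fit with a shared estimate of each gene's spread, which the counts for independent lists leave out, and the vehicle calls fell to between 0 and 2 without chow vehicle library 1 or 2 or high-fat vehicle library 1. In 2 separate fits, of the vehicle libraries and of the Atripla libraries, 214 genes were called higher in both and 61 lower in both, where 24.8 and 9.16 would be shared by independent lists, and 0 were called in opposite directions. Among all 684 genes, 361 of the higher and 308 of the lower had the same sign of change with Atripla. Over all 15325 genes, the 2 diet effects had the same sign in 70.6%, with a Pearson correlation of 0.28 and a Spearman correlation of 0.50 across genes, which are not independent replicates.

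The interaction of diet and drug asks directly whether the effect of Atripla differed between the diets. Lipid-associated macrophage genes had a higher Atripla effect on high-fat diet than on chow, by a median log2 difference of 1.27, with Slc37a2 at 2.31 ± 0.57 and Lipa at 1.54 ± 0.49 (adjusted p = 0.614 with an estimated correlation). Macrophage genes differed in the same direction by a median of 0.59, with Cd68 at 1.98 ± 0.48 (adjusted p = 0.673 with an estimated correlation). MHC class II genes differed in the other direction by a median of -0.59, with H2-DMa at -0.94 ± 0.21 and Ciita at -0.81 ± 0.26 (adjusted p = 0.614 with an estimated correlation). The Bhlhe40 effect was lower on high-fat diet than on chow by -2.18 ± 0.19 and that of Dact2 by -4.01 ± 0.35. Bhlhe40 stood at 25.1 ± 1.63 CPM with Atripla and 23.9 ± 0.596 CPM with vehicle on high-fat diet, and Dact2 at 13.5 ± 0.749 CPM with Atripla and 5.15 ± 0.883 CPM with vehicle on chow.

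No gene passed the interaction test, with 0 of 15325 called by edgeR's quasi-likelihood test and a smallest Benjamini-Hochberg adjusted p of 0.0694, shared by Bhlhe40 and Dact2. An unadjusted p below 0.05 was found for 1364 genes, the DESeq2 Wald test called 106 and limma-voom 0. Without the pair of libraries that stood apart 5 genes were called, and without chow Atripla library 1 the count was 57, 56 of them lower and 44 among the 710 genes far above in chow Atripla library 2, with Bhlhe40 and Dact2 past the threshold (edgeR adjusted p of 0.0268 for each). The other genes with the smallest p were nocturnin (Ccrn4l, 2.02 ± 0.25), Angpt1 (1.57 ± 0.22), Hrct1 (1.11 ± 0.17), Cyp4b1 (1.11 ± 0.17) and Myc (1.32 ± 0.21) on the higher side, and Fhl1 (-2.12 ± 0.33), Il17rd (-1.53 ± 0.25) and Ddo (-2.33 ± 0.38) on the lower. Lep differed by 1.27 ± 0.64, Adipoq by -0.42 ± 0.49, Ccl2 by 1.44 ± 0.77 and Cyp2b10 by 3.0 ± 1.0, none past the threshold.

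By list, 15 of 33 were called in the interaction, 7 higher and 8 lower. For lipid-associated macrophages camera gave an adjusted p = 2.80e-05 and adjusted p = 0.614 with an estimated correlation, and without high-fat Atripla library 2 their median was 0.56. For macrophages it gave an adjusted p = 0.00237 and adjusted p = 0.673 with an estimated correlation. The macrophage call was lost without chow Atripla library 2 (0.37), and the median was 0.93 without chow Atripla library 1, 0.89 without high-fat Atripla library 1 and 0.25 without high-fat Atripla library 2. For MHC class II it gave an adjusted p = 0.00224 and adjusted p = 0.614 with an estimated correlation, and the call was lost without chow Atripla library 1 (-0.39). Cell-cycle genes differed by a median of 0.55 (camera adjusted p = 2.00e-05; adjusted p = 0.614 with an estimated correlation). Without chow Atripla library 1 the count of called lists was 9.

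Averaged over the diets, cell-cycle genes were higher with Atripla, with a median of 0.78 and with Top2a at 0.95 ± 0.13 and Mcm2 at 0.74 ± 0.11. The spindle assembly factor Tpx2, which is not on that list, stood at 1.20 ± 0.17. Adipocyte genes were lower, with a median of -0.45, with Acvr1c at -0.97 ± 0.17 and Car3 at -0.99 ± 0.23. Insulin and glucose handling genes were lower by a median of -0.31, with Irs1 at -0.62 ± 0.09. Adjusted over the list alone, 22 of 25 cell-cycle genes were higher and 6 of 23 adipocyte genes lower, and 1 insulin gene was higher and 2 lower, while 0 of each were called over all genes. Camera gave adjusted p-values of 2.39e-18, 4.00e-11 and 6.17e-04 for these 3 lists, and for each of them adjusted p = 0.288 with an estimated correlation. The other genes with the smallest p were Bhlhe40 (1.16 ± 0.09) and Nipal3 (0.80 ± 0.12) on the higher side, and Angpt1 (-1.10 ± 0.11), Klb (-0.71 ± 0.09), Znrf2 (-0.74 ± 0.10), Reep6 (-0.83 ± 0.12) and Cldn22 (-0.96 ± 0.14) on the lower.

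No gene passed the test of the averaged effect, with 0 of 15325 called by edgeR's quasi-likelihood test, a smallest Benjamini-Hochberg adjusted p of 0.0786 for Bhlhe40, and 1720 genes at an unadjusted p below 0.05. The DESeq2 Wald test called 279 genes, 79 higher and 200 lower, and limma-voom called 0. Without chow Atripla library 1 the count was 63, 62 of them higher and 39 among the 710 genes far above in chow Atripla library 2, with Bhlhe40 and Angpt1 past the threshold (edgeR adjusted p of 0.0254 and 0.0379). Lep differed by -0.34 ± 0.32, Adipoq by -0.73 ± 0.25, Ccl2 by -0.15 ± 0.38 and Cyp2b10 by -2.15 ± 0.50, and none passed edgeR's test. Over all 15325 genes, the Atripla effects on the 2 diets, which share no library, had the same sign in 52.1%. Across genes the Pearson correlation was -0.33 and the Spearman correlation -0.0022. On log2 CPM differences the Pearson correlation was -0.12. Epididymis and testis genes had medians of 6.84 on chow and -4.64 on high-fat diet. Spermatid markers were high in chow Atripla library 2 and high-fat vehicle library 1. The value of -0.33 therefore cannot be read as opposing responses to Atripla. By list, 14 of 33 were called for the averaged effect, 3 higher and 11 lower, and 6 without chow Atripla library 2. With an estimated correlation 0 lists were called.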

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

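The list tests of the interaction and the fits without 1 library were planned, and the tests of every explanation weighed in this part were chosen only after the results were seen.

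The effect of Atripla differed between high-fat diet and chow for 15 lists, by camera on the interaction with a preset correlation, and for none with an estimated correlation, where adjusted p lay between 0.614 and 0.699. The difference was positive for lipid-associated macrophages (1.27), macrophages (0.59), cell cycle (0.55), inflammatory signals (0.41), endothelium (0.31), oxidative stress (0.31) and fatty acid oxidation (0.20). It was negative for the clock (-0.37), MHC class II (-0.59), fibroblast progenitors (-0.87), lymphoid stroma (-1.27), B and plasma cells (-1.76), neutrophils and mast cells (-1.83), mesothelium (-2.20) and epididymis with testis (-11.33, or -9.61 with absent genes at the floor of 3 counts per library). The last of these was -1.73 without chow Atripla library 2 and high-fat vehicle library 1 together, a fit chosen after seeing the data. In that fit the medians were 0.036 for fatty acid oxidation, 0.34 for oxidative stress, 0.56 for macrophages and 0.60 for inflammatory signals. Each of these calls was lost there. The medians were -0.31 for the clock and -0.89 for neutrophils and mast cells, and both calls were lost. They were -1.49 for fibroblast progenitors, -2.96 for B and plasma cells and -3.31 for mesothelium, with the calls kept. The cell-cycle and lipid-associated macrophage calls held without any 1 library, and the latter had a median of 0.56 without high-fat Atripla library 2.

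Several of these calls ended when 1 library was left out. The calls lost without chow Atripla library 1 were those of B and plasma cells (-0.95), neutrophils and mast cells (-1.64), fibroblast progenitors (-0.57), endothelium (0.26), mesothelium (-0.82), lymphoid stroma (-0.68), MHC class II (-0.39) and the clock (-0.57). Without chow Atripla library 2 they were those of macrophages (0.37), neutrophils and mast cells (-1.52), fatty acid oxidation (0.15), oxidative stress (0.35), inflammatory signals (0.39) and the clock (-0.23). Without high-fat vehicle library 2 they were those of B and plasma cells (-0.84), neutrophils and mast cells (-0.87), fibroblast progenitors (-0.47), mesothelium (1.29), lymphoid stroma (-0.99) and the clock (-0.34), and without high-fat vehicle library 1 those of endothelium (0.16), fatty acid oxidation (0.13) and inflammatory signals (0.44). Without high-fat Atripla library 1 they were those of neutrophils and mast cells (-1.08), endothelium (0.15), mesothelium (-1.51) and oxidative stress (0.26), and without high-fat Atripla library 2 that of lymphoid stroma (-1.11). Without chow vehicle library 1 they were those of neutrophils and mast cells (-1.35), mesothelium (-1.72), lymphoid stroma (-1.10) and inflammatory signals (0.37), and without chow vehicle library 2 that of epididymis and testis (-12.68). Medians that moved by more than 1.5 times with the call kept were those without high-fat vehicle library 1 of epididymis and testis (-5.51) and the clock (-0.63), and without high-fat vehicle library 2 of endothelium (0.73). Without high-fat Atripla library 1 they were those of macrophages (0.89) and inflammatory signals (0.22), and without high-fat Atripla library 2 those of macrophages (0.25), mesothelium (-6.32), endothelium (0.52), oxidative stress (0.47) and the clock (-0.58). Without chow Atripla library 1 they were those of macrophages (0.93), fatty acid oxidation (0.39) and inflammatory signals (0.69), without chow Atripla library 2 that of endothelium (0.62), and without chow vehicle library 2 that of inflammatory signals (0.66).

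Macrophage and cell-cycle genes were higher with Atripla on high-fat diet. Ribosomal RNA in high-fat vehicle library 1 is argued against as the cause, because without that library the macrophage median was 0.887 and the cell-cycle median 1.18, neither lower than the 0.72 and 1.14 with it. High-fat Atripla library 2 alone is argued against for the cell-cycle genes, whose median was 0.800 without it and whose list mean in the other Atripla library lay 0.72 log2 units above both vehicle libraries, against at most 0.43 between libraries of a group, while it stays open for the macrophage genes, whose median fell to 0.398 and whose gap was 0.28 against 0.62. A lower share of adipocytes would raise the other cell types alike, and against this the macrophage median exceeded the fibroblast progenitor median by 1.25, or by 0.597 to 1.804 without any 1 library, with endothelium at 0.024 and mural genes at -0.68, but the libraries vary too much to exclude it, since the macrophage mean minus the fibroblast progenitor mean set the groups apart by 0.479 against 1.03 between the vehicle libraries, and the cell-cycle mean minus the same by 0.924 against 1.08. An effect of Atripla on high-fat diet may underlie the pattern, and with this spread it cannot be told apart from a lower adipocyte share for either list, nor from high-fat Atripla library 2 for the macrophage genes (adjusted p = 0.737 for macrophages and adjusted p = 0.535 for cell cycle with an estimated correlation).

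In chow Atripla library 2, 710 genes lay more than 2 log2 units above all other libraries, and by a median of 4.34 above the chow vehicle mean. A response to Atripla shared by both chow Atripla libraries is argued against, because among 769 genes as far above the 6 libraries of the other groups, selected without regard to the other chow Atripla library, 13 were as far above in that library too, and the median difference from chow vehicle there was 0 (quartiles -0.47 to 0.71). Epithelial RNA may be a source, but this was not decided. The duct epithelium markers summed to 700.4 CPM there, but that list was added after seeing the data, so the sum cannot decide. Of 20 markers shared by most epithelia 7 lay as far above, against 0 in any other library. That is between the bounds set for and against an epithelial source. Of those 20 markers 2 had at least 1 CPM in every library, and spermatid markers at 48.6 CPM leave a source of more than 1 tissue open. A response in that library alone stays open too, untested.

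Among clock genes on chow, Bhlhe40 rose with Atripla. Dbp (1.90 ± 0.36), Bhlhe41 (1.54 ± 0.32) and Ciart, listed as Gm129 (1.37 ± 0.38), lay higher without being called. Arntl (-1.0 ± 0.28) and Clock (-0.76 ± 0.18) lay lower, while Npas2 (0.78 ± 0.28) and Nfil3 (0.41 ± 0.54) did not. Per1 (0.051 ± 0.14), Tef (0.11 ± 0.38), Per3 (0.21 ± 0.50), Nr1d1 (-0.12 ± 0.23) and Cry1 (-0.15 ± 0.33) lay near 0. Per2 (0.52 ± 0.43), Nr1d2 (0.40 ± 0.31) and Hlf (0.27 ± 0.43) were not called either. The clock list was not called (camera adjusted p = 0.101). Epithelial RNA in chow Atripla library 2 is argued against, because the smaller of the Bhlhe40 and Dbp changes was 2.0 without it. Collection at another time of day could give such a pattern, and it cannot be told apart from a drug effect, because no collection times are given in the sources used here and the test did not decide. The 11 genes that peak late in the light phase exceeded the 5 of the opposite phase by a median difference of 0.55 on chow (exact permutation test over genes, two-sided, p = 0.138, adjusted p = 0.220 over 6 comparisons), by -1.88 for high-fat diet with Atripla and by -1.11 in the interaction (exact permutation p = 0.00481 and adjusted p = 0.0144 for each). In the other comparisons the difference was -0.81 for high-fat diet with vehicle, -0.23 for Atripla on high-fat diet and 0.055 for the averaged effect. Their p-values by the exact permutation test were 0.147, 0.328 and 0.798. Genes are not independent replicates, and an effect of Atripla stays open and untested.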

How the results depend on the processing

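All alternatives in this part were planned except the fit without chow Atripla library 2 and high-fat vehicle library 1 together and the removal of transcripts without a poly(A) tail, which were chosen after seeing the data. With 2 libraries per group, the counts of called genes for high-fat diet with vehicle and for Atripla on chow moved by more than 1.5 times in each of the 8 fits without 1 library. The count stayed at 0 in 6 of the 8 for Atripla on high-fat diet and in 7 of the 8 for the interaction and for the averaged effect, and limma-voom called 0 in these 3. The cause of these moves was not tested except where fewer libraries were fitted. Scaling with DESeq2 size factors shifted the median of all genes by between -0.015 and 0.0085 log2 units. No paired analysis was possible because the labels give no replicate numbers.

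In the order Atripla on high-fat diet, Atripla on chow, high-fat diet with vehicle, high-fat diet with Atripla, interaction and averaged effect, edgeR called 0, 2, 684, 1931, 0 and 0 genes. The DESeq2 Wald test called 69, 494, 2229, 3291, 106 and 279. Without the pair of doubted libraries the counts were 20, 15, 538, 2093, 5 and 5. Limma-voom called 370 for high-fat diet with vehicle, 178 higher and 192 lower. A fit of only the libraries compared called 0 genes for Atripla on chow, 2537 for high-fat diet with vehicle and 380 with Atripla. The stricter filter called 2 genes in the interaction. A threshold of 0.1 called 2022 for high-fat diet with vehicle, 3487 with Atripla, 2 in the interaction and 1 for the averaged effect.

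Leaving out 1 library at a time, counts of called genes ranged from 0 to 1 for Atripla on high-fat diet, 0 to 574 for Atripla on chow, 0 to 1686 for high-fat diet with vehicle, 210 to 2680 for high-fat diet with Atripla, 0 to 57 for the interaction and 0 to 63 for the averaged effect. The highest counts came without chow Atripla library 1 in each of these except high-fat diet with vehicle, where it was chow Atripla library 2, and Atripla on high-fat diet, where both gave 1.

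With an estimated correlation 0 lists were called in each of the 6 comparisons. Leaving out 1 library, called lists ranged from 9 to 19 for the interaction and 6 to 18 for the averaged effect. Of 1192 alternative values of the 92 called list results, 946 stayed called in the same direction, 238 were no longer called and 8 changed camera's direction. List medians changed sign in 19, of which 6 changed camera's direction too, 6 kept the call (all lipogenesis for the averaged effect) and 7 lost it. Those 7 were, on high-fat diet, neutrophils and mast cells (0.0043), fibroblast progenitors (0.018) and lipogenesis (0.076), cholesterol synthesis for high-fat diet with Atripla (-0.038), mesothelium in the interaction (1.29), and mural (0.079) and xenobiotic genes (0.023) for the averaged effect, each without 1 high-fat library. For Atripla on high-fat diet, over fits without 1 library, the mural median ranged from -1.46 to 0.17 and the epididymis and testis median from -5.85 to 0.81, or 0.16 without the pair. The skeletal muscle median ranged from -2.64 to -0.036 for Atripla on chow, where camera turned upward without chow vehicle library 1, and from -1.24 to 0.025 for the averaged effect. For the averaged effect lipogenesis was at 0.20 without the pair, and its camera direction with all libraries was downward although its median was 0.0077 and its mean -0.0028. Oxidative phosphorylation ranged from -0.23 to 0.042 there, and was at 0.035 without the pair.

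Of 3518 alternative values of the 223 named gene results, 2993 kept their side of the threshold, 418 lost a call, 91 gained one and 16 reversed. Over fits without 1 library on high-fat diet, Cnn1 ranged from -6.09 to 0.39, Myh11 from -3.04 to 0.56, Lep from -0.25 to 0.85, Ccl2 from -0.033 to 1.54 and Cyp2b10 from -1.28 to 0.69. On chow Per1 ranged from -0.021 to 0.079, Tef from -0.33 to 0.43, or -0.32 without the pair, and Per3 from -0.50 to 0.67, or -0.48 without the pair. Adipoq in the interaction ranged from -0.78 to 0.081. Ccl2 for the averaged effect ranged from -0.45 to 0.32, and was 0.13 with limma-voom and 0.29 without the pair.

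Depth limits the low genes most: 3 counts were worth 0.287 CPM in high-fat vehicle library 1 and 0.0952 CPM in chow Atripla library 2.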

Other observations

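The tests of sample splits and of shared controls in this part were chosen only after the results were seen, while the gene lists were planned.

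Further lists were called with diet. The p53 response was higher on high-fat diet with vehicle, with a median of 0.78 and 3 of 19 genes called (camera adjusted p = 2.72e-04; adjusted p = 0.335 with an estimated correlation), and with Atripla, with a median of 0.80 and 7 called (camera adjusted p = 7.53e-04; adjusted p = 0.340 with an estimated correlation). Genes that maintain mitochondrial DNA were lower with vehicle in all 20 members, with 2 called and a median of -0.16, or -0.24 without chow vehicle library 1 and likewise without high-fat vehicle library 2 (camera adjusted p = 0.00112; adjusted p = 0.335 with an estimated correlation). The same list was called lower for Atripla on chow, with 15 of 20 members negative, 0 called and a small median of -0.060 (camera adjusted p = 0.0346; adjusted p = 0.458 with an estimated correlation). That call was lost without chow vehicle library 2 (-0.072), without chow Atripla library 2 (-0.066) and without the pair of libraries that stood apart (-0.051), and the median was -0.15 without chow vehicle library 1 and -0.19 without chow Atripla library 1. For the averaged effect its median was -0.072 (camera adjusted p = 0.0455; adjusted p = 0.417 with an estimated correlation), with the call lost without chow vehicle library 2 (-0.076), chow Atripla library 2 (-0.059), high-fat vehicle library 2 (-0.070), high-fat Atripla library 1 (-0.070) or the pair (-0.069), and a median of -0.12 without chow Atripla library 1 and -0.13 without high-fat vehicle library 1. T and NK cell genes had a median of 1.05 with vehicle (camera adjusted p = 0.00251; adjusted p = 0.495 with an estimated correlation), which was 0.11 without high-fat vehicle library 2 and 0.78 without chow vehicle library 2, with the call lost in both. Cholesterol synthesis genes had 23 of 25 members positive with vehicle and a median of 0.65 (camera adjusted p = 0.0117; adjusted p = 0.733 with an estimated correlation). The cholesterol median was 0.16 without high-fat vehicle library 1 and 0.39 without chow vehicle library 2, with the call lost in both, and 1.07 without high-fat vehicle library 2. Mural genes had a median of 1.36 with vehicle, beside the 632.8 CPM of smooth muscle and nerve markers in high-fat vehicle library 2, without which it was 0.19 and the call was lost (camera adjusted p = 0.0117 with all libraries; adjusted p = 0.495 with an estimated correlation).

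Glucocorticoid targets were lower with Atripla on chow, with 9 of 12 members negative and a median of -0.67 (camera adjusted p = 0.0105; adjusted p = 0.546 with an estimated correlation). That call was lost without chow vehicle library 1 (-0.44), chow Atripla library 1 (-0.45) or chow Atripla library 2 (-0.76). Thermogenic genes, with medians of -0.25 for Atripla on high-fat diet, 0.40 for high-fat diet with vehicle and -0.24 in the interaction, were called in none of the 6 comparisons by camera (adjusted p of 0.246, 0.328 and 0.183). Neither were the endoplasmic reticulum stress genes (median 0.20 for high-fat diet with Atripla, camera adjusted p = 0.0928), the immediate early genes (0.45, camera adjusted p = 0.124) and the adipocyte expansion genes (0.92, camera adjusted p = 0.124, and -0.47 for Atripla on chow, camera adjusted p = 0.0661).

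Effects that share libraries are correlated by construction. Across genes, log2 CPM differences for Atripla on chow and for high-fat diet with vehicle had a covariance of 0.215, against 0.143 ± 0.00518 (SD) in 20 simulations of unchanged groups with the same controls, and Pearson correlations of 0.37 observed and 0.50 simulated. For Atripla on high-fat diet and high-fat diet with vehicle the covariance was 0.0162 against -0.154 ± 0.00546 simulated. The simulated covariance is the part that the shared libraries give in unchanged groups. Controls could not be split into sets of at least 2 libraries, so part of the excess over it can still come from them. Atripla on chow and Atripla on high-fat diet share no library. Their covariance was -0.0440 against -1.71e-04 ± 0.00381 simulated, with a Pearson correlation of -0.12. Spermatid markers were high in chow Atripla library 2 and high-fat vehicle library 1, on opposite sides of these effects. The part of these libraries in the covariance was not separated. Genes are not independent replicates.

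For the drug effect averaged over diets, all 35 splits of the 8 libraries into 4 and 4 called at least the 0 genes of the real split (edgeR's quasi-likelihood test), as any split must, so this count says nothing about chance. In fits of the split alone, with no term for diet, the real split gave 526 genes at an unadjusted p below 0.05, and 19 splits, the real one included, gave as many. The fit of the 4 group means gave 1720. The highest other split called 3452 genes and was the split by diet, which points to the structure that diet gives these samples.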
